A study of Homo sapiens with 6 samples.

How the data were processed

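Total RNA of 6 cultures of U251 cells with inducible mutant amyloid precursor protein was sequenced, 3 after electroporation with a control siRNA (siNC) and 3 with an siRNA against RPL13 (siRPL13). Per the labels' protocols, cells received 2.5 µL of siRNA at 20 µM, and libraries were made with a NEBNext Ultra kit from 1.5 µg of total RNA. Whether the library kit or the counting kept strand is not given in the sources used here. Groups and replicate numbers were taken from the labels.

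The deposited values are regularized-log (rlog) values on the log2 scale, as the name of the deposited table states, 1 per Ensembl gene and library. The submitters' processing notes name Trimmomatic 0.33, TopHat, HTSeq 0.6.1p1, DESeq2 and the build GRCh38.p7, without saying what each was used for or with which settings. An rlog value is scaled for library size and pulled towards the gene's mean over libraries, more so for genes with few reads. Log2 differences of low genes are therefore understated, counts of 2-fold changes are counts on this scale, and the depth per library cannot be read from the table. Because the values are not counts, no count model was used.

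Gene symbols were taken from a table of current gene names, which held 20499 of the 21429 identifiers, and from GENCODE 29, which held 20608 and gave positions; 821 were in neither. The table held 0 genes of the mitochondrial chromosome, so a list of mitochondrially encoded transcripts was not tested.

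Genes with a mean rlog of at least 3 over the 6 libraries were tested, 15327 in all. Differences were estimated with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a mean-variance trend, two-sided), with Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05. Every adjusted p of a single gene comes from limma. Of 33 gene lists, 31 had at least 5 members tested; the list of microglia and leukocyte markers did not reach that number. They were tested with camera (preset correlation of 0.01 between genes), again with a correlation estimated from the data, and with fry, each adjusted over the lists. For each list the members past the threshold were counted with adjustment over all genes and over the list alone. The p-values measure the spread between libraries; the labels call them biological replicates but do not say how the cultures were separated.

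Before the data were examined, a rule set which genes are named: RPL13 and APP always, the 12 genes with the largest difference in each direction among those past the threshold whose groups did not overlap and whose mean rlog was at least 5, and for each list up to 4 members in the direction of a called list and 2 in the other direction, or 2 for a list not called. Genes without a symbol, XIST and Y-linked genes were skipped. Since no gene passed with all 6 libraries, the rule was applied, after the data had been seen, to the planned leave-one-out without the library labelled siRPL13 replicate 3. RPL13P12, RPL13A, SREBF2, RPS18, STMN2, BRD2 and TAPBP were chosen after their values had been seen. Of the genes picked by the rule, 1 is not reported here.

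Other settings chosen in advance were no filter, a mean rlog of at least 5, quantile scaling, median centring, eBayes without a trend and with a robust trend, library weights (arrayWeights), the replicate number as a block, leaving out each library, and for lists the estimated correlation and fry. All except the block were repeated on the 5 remaining libraries after the data had been seen. The tests were checked on simulated data with 200 changed genes among 15327. With 3 libraries per group, 92% of changes of 0.5 and 94% of changes of 1 (log2) were recovered and 11 unchanged genes were called. With 2 siRPL13 and 3 siNC libraries these were 99%, 99% and 20, the last among 218 genes called, a share above the threshold of 0.05. The recovered shares are not the power of the real comparison of all 6 libraries. There RPL13 was not lowered in 1 siRPL13 library, and its difference had an SE of 0.24 against a median SE of 0.074. A count of 0 genes there therefore does not mean that changes of 0.5 are absent. No pair of libraries shared any identical value over the genes tested (0 values in each pair). Figures were drawn with matplotlib 3.10.9.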

Results

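Transcripts were profiled by RNA sequencing in U251 cells, an established human glioma line, with stable expression of mutant amyloid precursor protein. The cells were electroporated either with a control siRNA (siNC) or with an siRNA against RPL13, which encodes a protein of the large ribosomal subunit. Each group held 3 libraries described as biological triplicates. Doxycycline at 1 µg/mL was given to induce the precursor when the medium was renewed at 24 h, and RNA was taken 72 h after electroporation. The deposited table gives 1 regularized-log (rlog) value per gene and library on the log2 scale for 21429 genes. Read depth per library is unknown, so no counting interval is given. The median rlog over the 15327 genes tested lay between 9.12 and 9.13 in all 6 libraries.

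The comparison asked which transcripts differ after RPL13 knockdown. RPL13 (ENSG00000167526, GRCh38 chromosome 16, 89560657 to 89566828, plus strand) was read first in every library. It stood at 14.05, 14.16 and 14.18 in siNC replicates 1 to 3 and at 13.03 and 13.12 in siRPL13 replicates 1 and 2. In the library labelled siRPL13 replicate 3 it stood at 14.09, within the range of the siNC libraries. The targeted transcript was therefore not lowered in 1 of the 3 libraries of its group, and every direction below that rests on all 3 siRPL13 libraries includes that library. Over all 6 libraries the siRPL13 mean was 13.41 ± 0.59 (SD, n = 3) against 14.13 ± 0.07 (SD, n = 3), a log2 difference of -0.72 ± 0.24 (SE) with an adjusted p of 0.589 (limma). RPL13P12, a processed RPL13 pseudogene on chromosome 17 (17383377 to 17384012) whose reads cannot be parted from those of RPL13 with certainty, followed it at 9.45 and 9.45 in siRPL13 replicates 1 and 2 and 10.41 in the library labelled siRPL13 replicate 3, against 10.26 to 10.49 in siNC. RPL13A, a different ribosomal protein gene, stood between 15.05 and 15.18 in all 6 libraries.

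**Figure D1:**
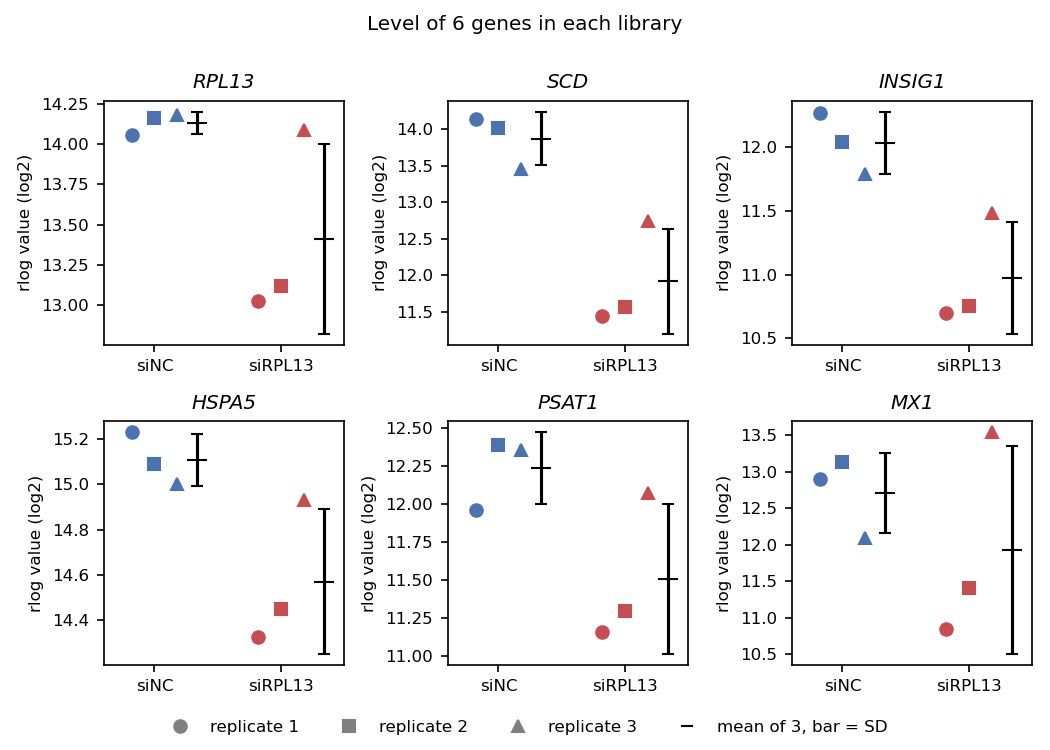
Level of 6 genes as rlog values on the log2 scale (vertical axes do not start at 0), with one point per library, siNC in blue and siRPL13 in red, the shape giving the replicate number, and a bar for the mean of 3 libraries ± SD. RPL13 lies at 13.03 and 13.12 in siRPL13 replicates 1 and 2 and at 14.09 in the library labelled siRPL13 replicate 3, while SCD in that library lies at 12.74, between the other siRPL13 libraries and the siNC libraries.

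With all 6 libraries no gene passed the limma test. Of 15327 genes, 0 were higher and 0 lower in siRPL13 at an adjusted p under 0.05; the smallest adjusted p was 0.589, and 1275 genes had an unadjusted p under 0.05 where 766 are expected by chance. Leaving out any library other than that labelled siRPL13 replicate 3 also gave 0 genes, while library weights estimated by limma gave 2601 genes higher and 2708 lower, with weights of 7.19 for siRPL13 replicate 2 and 0.163 for the library labelled siRPL13 replicate 3. Without the library labelled siRPL13 replicate 3, a leave-one-out planned before the data were examined, 1291 genes were higher and 1642 lower, which is 19.1% of the genes tested. Of these, 1 was higher and 32 were lower by at least 2-fold. This comparison of 2 siRPL13 with 3 siNC libraries is called the 5-library comparison below. It was given its place beside the full one only after the RPL13 level of the left-out library had been seen, so the fall of RPL13 itself in it (log2 difference -1.06 ± 0.06 SE, adjusted p 8.1e-06 by limma, 48.1% of siNC on the rlog scale) is not independent of that choice. It also rests on 2 siRPL13 libraries: the counts became 102 higher and 141 lower with siRPL13 replicate 1 left out as well, and 383 and 560 with siRPL13 replicate 2 left out. "Rose" and "fell" below refer to adjusted p under 0.05 by limma in the 5-library comparison, and gene lists were fixed before the data were examined. No list member passed the test over all genes when all 6 libraries were used. Of 31 lists tested, camera called 3 higher and 11 lower with all 6 libraries and 6 higher and 11 lower in the 5-library comparison. With an estimated correlation none was called in either (smallest adjusted p = 0.70 and 0.47), and fry called none with all 6 libraries and 5 in the 5-library comparison: Alzheimer disease risk loci genes (higher) and p53 targets, endoplasmic reticulum chaperones, cholesterol biosynthesis and apoptosis regulators (lower). The test with an estimated correlation also raised the p of the p53 list, whose estimated correlation lay below the preset one. Its lack of calls therefore does not show that correlated genes made the camera calls.

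Genes of sterol and fatty acid synthesis were lower, and SCD and SREBF1 had the largest falls of the genes named by the fixed rule. SCD, the desaturase that makes monounsaturated fatty acids, fell by 2.36 ± 0.15 (SE, log2) from 13.87 ± 0.37 (SD, n = 3) in siNC. SREBF1, a transcription factor of lipid synthesis, fell by 2.03 ± 0.13. INSIG1, which retains the sterol sensor in the endoplasmic reticulum, fell by 1.31 ± 0.11. FADS2, a fatty acid desaturase, fell by 1.19 ± 0.11. Adjusted p-values for these 4 genes lay between 2.85e-05 and 0.000274 (limma). SREBF2, the transcription factor of the cholesterol pathway, fell by 0.65 ± 0.06. Of 29 members of the cholesterol biosynthesis list 24 fell and 0 rose, and 25 fell when adjusted over the list alone. The set test called the list lower (camera, adjusted p 3.7e-18), with an adjusted p = 0.47 with an estimated correlation. This was the list with the most members lower over all 6 libraries, 21 of 29 when adjusted over the list alone (camera, adjusted p 4.6e-21; adjusted p = 0.70 with an estimated correlation). The library labelled siRPL13 replicate 3 lay below every siNC library for SCD (12.74 against 13.45 to 14.14), SREBF1 (12.86 against 13.13 to 13.66) and INSIG1 (11.48 against 11.79 to 12.27).

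Targets of the integrated stress response were lower. Of 41 members 30 fell and 1 rose, and adjusted over the list alone 32 fell and 1 rose (camera, adjusted p 3.1e-16; adjusted p = 0.47 with an estimated correlation). DDIT4, an inhibitor of mTORC1 signalling, fell by 1.19 ± 0.24 (SE, log2). CBS, an enzyme of cysteine synthesis, fell by 1.09 ± 0.11. CHAC1, a glutathione-degrading enzyme, fell by 1.04 ± 0.26 and PSAT1, an enzyme of serine synthesis, fell by 1.01 ± 0.11. PPP1R15A, the subunit that directs a phosphatase to eIF2 alpha, rose by 0.55 ± 0.05. The list median relative to the siNC mean was -0.19, 0.14 and 0.06 in siNC replicates 1 to 3, -0.43 and -0.48 in siRPL13 replicates 1 and 2 and -0.01 in the library labelled siRPL13 replicate 3. CHAC1 stood at 9.15 in siNC replicate 1, 10.34 and 10.17 in the other siNC libraries and 8.84 and 8.86 in siRPL13 replicates 1 and 2. With all 6 libraries, 6 members were lower when adjusted over the list alone (camera, adjusted p 3.7e-14; adjusted p = 0.70 with an estimated correlation).

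Endoplasmic reticulum chaperones and unfolded protein response genes were lower too, with 23 of 38 members falling and 1 rising, and the same counts when adjusted over the list alone (camera, adjusted p 1.2e-09; adjusted p = 0.47 with an estimated correlation). XBP1, a transcription factor of that response, fell by 0.81 ± 0.07 and HSPA5, its main chaperone, fell by 0.72 ± 0.07. The log2 differences of HERPUD1 and HSP90B1, which also fell, were -0.59 ± 0.07 and -0.52 ± 0.07. UFM1, a ubiquitin-like modifier, rose by 0.23 ± 0.05. The list median in the library labelled siRPL13 replicate 3 was -0.05 relative to siNC, against -0.26 and -0.16 in siRPL13 replicates 1 and 2. Over all 6 libraries 0 members passed when adjusted over the list alone and the set test called the list lower (camera, adjusted p 3.7e-09; adjusted p = 0.70 with an estimated correlation).

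Cell cycle genes were lower in siRPL13 replicates 1 and 2. Of 66 mitotic (G2/M) genes 44 fell and 0 rose, and adjusted over the list alone 51 fell (camera, adjusted p 4.9e-20; adjusted p = 0.47 with an estimated correlation). ESPL1, which encodes separase, fell by 0.55 ± 0.07 (SE, log2), and the cyclin gene CCNB2 and the phosphatase gene CDC25C fell, with log2 differences of -0.48 ± 0.07 and -0.48 ± 0.08. Of 57 DNA replication (G1/S) genes 29 fell and 1 rose, and adjusted over the list alone 35 fell and 1 rose (camera, adjusted p 6.1e-12; adjusted p = 0.47 with an estimated correlation). FEN1, a flap endonuclease of lagging-strand synthesis, fell by 0.50 ± 0.05 and RRM2, a subunit of ribonucleotide reductase, fell by 0.44 ± 0.08. POLD2 rose by 0.21 ± 0.05. Among 36 p53 target genes 10 fell and 2 rose, and adjusted over the list alone 13 fell and 3 rose (camera, adjusted p 0.00300; adjusted p = 0.47 with an estimated correlation). The members that fell included GDF15, a secreted stress cytokine (-1.50 ± 0.24), SESN2 (-0.79 ± 0.18) and CDKN1A, the inhibitor of cyclin-dependent kinases (-0.77 ± 0.09). GDF15 and SESN2 are also known targets of ATF4. ZMAT3, an RNA-binding p53 target, rose by 0.81 ± 0.08. In the library labelled siRPL13 replicate 3 the median of the G1/S list was 0.08 above the siNC mean and those of the G2/M and p53 lists were nearer to it. Over all 6 libraries 0 members of these 3 lists passed when adjusted over the list alone, and the set test called them lower (camera, adjusted p 5.0e-15, 3.8e-05 and 0.00592 for G2/M, G1/S and p53; adjusted p = 0.70 with an estimated correlation for each). The G1/S call was lost without siRPL13 replicate 1 (adjusted p 0.159).

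Interferon-stimulated genes differed between libraries within both groups. In the 5-library comparison 50 of 55 members fell and 0 rose, and 53 fell when adjusted over the list alone (camera, adjusted p 2.4e-23; adjusted p = 0.47 with an estimated correlation). The antiviral genes OAS2, MX2, IFITM1 and MX1 fell, with log2 differences of -1.70 ± 0.32, -1.69 ± 0.28, -1.66 ± 0.36 and -1.58 ± 0.24 (SE), as did CMPK2 (-1.39 ± 0.24), IFI44L (-1.38 ± 0.24) and OAS1 (-1.29 ± 0.22). The median of the list relative to the siNC mean was 0.13, 0.29 and -0.43 in siNC replicates 1 to 3, -0.95 and -0.69 in siRPL13 replicates 1 and 2, and 0.65 in the library labelled siRPL13 replicate 3. MX1 stood at 13.54 in that library, at 12.09 to 13.13 in siNC and at 10.84 and 11.40 in the other siRPL13 libraries. With all 6 libraries, 0 of 55 members passed when adjusted over the list alone and the set test called the list lower (camera, adjusted p 7.6e-05; adjusted p = 0.80 with an estimated correlation). That call was lost without siNC replicate 2 (adjusted p 0.0554) and without siRPL13 replicate 1 (adjusted p 0.575).

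**Figure D2:**
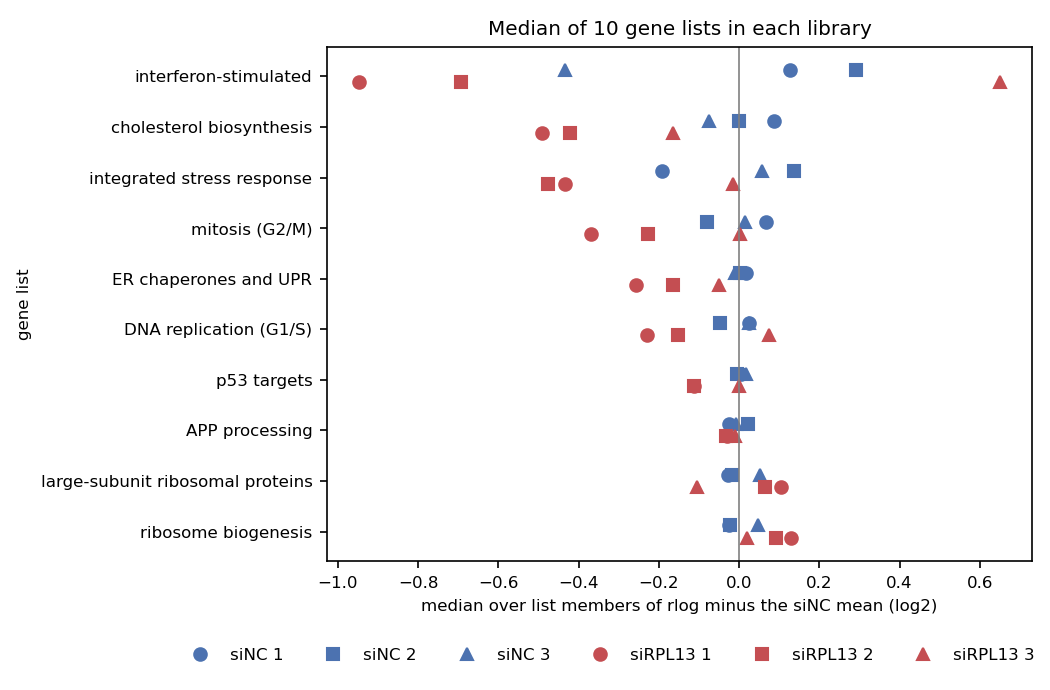
Median over the members of 10 gene lists of the rlog value minus the mean of the 3 siNC libraries (horizontal axis, log2), with one point per library, siNC in blue and siRPL13 in red, the shape giving the replicate number. For interferon-stimulated genes the library labelled siRPL13 replicate 3 lies at 0.65 and siRPL13 replicate 1 at -0.95, and for cholesterol biosynthesis these libraries lie at -0.16 and -0.49.

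Ribosomal and ribosome assembly genes were slightly higher in siRPL13 replicates 1 and 2, by margins near the spread of the siNC libraries for some lists. Of 67 ribosome biogenesis and nucleolar factors 20 rose and 0 fell, and adjusted over the list alone 26 rose and 1 fell (camera, adjusted p 5.0e-08; adjusted p = 0.47 with an estimated correlation). DDX10, a nucleolar RNA helicase, rose by 0.45 ± 0.06 and UTP20, a factor of small-subunit assembly, by 0.35 ± 0.07 (SE, log2). Of 49 other large-subunit ribosomal protein genes 13 rose and 1 fell, and adjusted over the list alone 16 rose and 2 fell (camera, adjusted p 0.00217; adjusted p = 0.68 with an estimated correlation). RPLP0 rose by 0.43 ± 0.07 and RPL28 by 0.26 ± 0.05, while RPL22L1, a paralog of RPL22, fell by 0.53 ± 0.06. Of 32 small-subunit genes 9 rose and 0 fell, also when adjusted over the list alone (camera, adjusted p 0.000548; adjusted p = 0.67 with an estimated correlation), RPS28 by 0.38 ± 0.05. Reads of ribosomal protein genes are shared with many pseudogenes, so single values in these lists are uncertain. Of 71 mitochondrial ribosomal protein genes 14 rose and 3 fell, and adjusted over the list alone 17 rose and 4 fell (camera, adjusted p 0.00144; adjusted p = 0.47 with an estimated correlation). Of 44 translation factors 6 rose, among them EEF1A1 by 0.31 ± 0.07, and 4 fell, among them the translational repressor EIF4EBP1 (-0.40 ± 0.09), also when adjusted over the list alone (camera, adjusted p 0.0385; adjusted p = 0.68 with an estimated correlation). The translation factor call was lost without a variance trend (adjusted p 0.0523), with library weights (0.0995) and in each further leave-one-out (0.0526 to 0.117) except that of siNC replicate 3. In the library labelled siRPL13 replicate 3 the large- and small-subunit medians were -0.11 and -0.12 relative to siNC. In siNC replicate 3 the medians of the large-subunit, small-subunit and translation factor lists were 0.052, 0.055 and 0.044, close to the 0.064, 0.059 and 0.062 of siRPL13 replicate 2; those of the biogenesis and mitochondrial ribosomal lists were 0.046 and 0.020 against 0.092 and 0.054. In these 5 lists 0 members passed over all 6 libraries when adjusted over the list alone, and the set test called the biogenesis list (camera, adjusted p 3.6e-08) and the mitochondrial ribosomal list (camera, adjusted p 0.00592) higher, each with an adjusted p = 0.70 with an estimated correlation. The mitochondrial ribosomal call was lost without siRPL13 replicate 1 (adjusted p 0.0677).

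APP (ENSG00000142192, GRCh38 chromosome 21, 25880550 to 26171128, minus strand), for which the cell's own and the introduced copy were not told apart here, had the highest value of the table in every library. It stood at 18.38 ± 0.07 in siNC and 18.37 ± 0.05 in siRPL13 (SD, n = 3), a log2 difference of -0.01 ± 0.09 (SE) with an adjusted p of 0.976 (limma) over all 6 libraries and 0.02 ± 0.07 with an adjusted p of 0.900 in the 5-library comparison. Among 34 genes of amyloid precursor protein processing 3 rose and 5 fell, and adjusted over the list alone 4 rose and 5 fell (camera, adjusted p 0.647). SORL1, a sorting receptor for the precursor, rose by 0.45 ± 0.05 and ECE1, an endothelin-converting protease, fell by 0.36 ± 0.07 (SE, log2). Among 21 genes of Alzheimer disease risk loci 6 rose, including SORL1 and MEF2C by 0.49 ± 0.08, and 2 fell, also when adjusted over the list alone (camera, adjusted p 0.0674, 0.0293 with a mean rlog of at least 5 and 0.0471 with quantile scaling; adjusted p = 0.47 with an estimated correlation). Neither list had a member that passed over all 6 libraries when adjusted over the list alone.

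The 12 genes with the largest rises rose by less than the 12 with the largest falls fell. FAT1, an atypical cadherin, rose by 0.95 ± 0.07 (SE, log2) from 14.11 ± 0.07 (SD, n = 3), with an adjusted p of 8.3e-05 (limma). PCLO, a presynaptic scaffold gene, rose by 0.91 ± 0.08, HMOX1, which encodes heme oxygenase, by 0.78 ± 0.10, COL17A1, a hemidesmosomal collagen, by 0.75 ± 0.07, INSYN2B by 0.96 ± 0.12, ZSCAN12 by 0.86 ± 0.08, SYTL5 by 0.76 ± 0.10 and UNC80 by 0.75 ± 0.09. MIR3648-2 (1.09 ± 0.14) and FRG1 (0.91 ± 0.08) have near-identical copies, and KRT10-AS1 (0.99 ± 0.10) is antisense to another gene, so these values are uncertain where reads were counted without strand or shared between copies.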

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

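The repeats on the 5 libraries left after removing the library labelled siRPL13 replicate 3 were chosen after the data had been seen; the other alternatives were planned. With all 6 libraries, filters, scaling, the variance model and the block left the gene counts at 0, and the RPL13 difference at -0.72 to -0.65. Library weights gave a RPL13 difference of -1.02 (adjusted p 0.000147; 0.573 to 0.9996 under the other alternatives that keep the library labelled siRPL13 replicate 3), 2601 genes higher, 2708 lower and 16 lower by at least 2-fold. Their estimation stopped before it converged, and the weights ran from 0.163 for the library labelled siRPL13 replicate 3 to 7.19 for siRPL13 replicate 2. Leaving out each library gave RPL13 differences of -1.06 to -0.53, 0 to 1291 genes higher, 0 to 1642 lower, 0 to 1 higher and 0 to 32 lower by at least 2-fold, 2 to 6 lists higher and 5 to 11 lower; only leaving out the library labelled siRPL13 replicate 3 gave any gene. The cause was not tested for the library weights, and the explanations tested for that library left it open. Quantile scaling gave 4 lists higher and 8 lower, adding the heat shock list and losing the proteasome, lysosome and apoptosis calls, no filter added the endothelial, epithelial and fibroblast list (lower), a mean rlog of at least 5 lost the apoptosis call, and library weights lost the proteasome and NF-kB calls and added the small-subunit and MHC class I lists. Lists called with all 6 libraries, 3 higher and 11 lower, became 0 and 0 with an estimated correlation and 0 and 0 with fry, whose tests allow for correlated genes. Whether the replicate numbers pair the libraries could not be told. Same-number libraries correlated at 0.08, -0.43 and -0.33 in their deviations from the group means. The siRPL13 mean includes the library labelled siRPL13 replicate 3, so these deviations mainly set that library apart from siRPL13 replicates 1 and 2. With siNC replicate 2, siRPL13 replicates 1 and 2 correlated at -0.38 and -0.43, and that library at 0.45. The replicate block gave 0 genes, a RPL13 difference of -0.72 (adjusted p 0.723) and 3 lists higher and 11 lower.

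In the 5-library comparison, 1291 genes were higher and 1642 lower. Library weights gave 2007 higher, quantile scaling 2 higher by at least 2-fold and the robust trend 9 lower by at least 2-fold; the cause was not tested. Further leave-one-outs gave 102 to 1734 higher, 141 to 2014 lower, 0 to 4 higher and 8 to 49 lower by at least 2-fold, 4 to 6 lists higher and 11 to 13 lower. An estimated correlation left 0 lists higher and 0 lower, and fry called 4 lists lower, all among those of camera, and 1 higher, the Alzheimer disease risk loci list, which camera did not call (adjusted p 0.0674), and none of the 6 that camera called higher. No variance trend and library weights left 4 lists higher, losing the translation factor and oxidative phosphorylation calls, and no filter added the proteasome and splicing lists (13 lower). Of the 243 genes called there without siRPL13 replicate 1 and the 943 without siRPL13 replicate 2, 238 and 926 were among the 2933. The 121 named genes called there were mostly picked among genes that passed in this comparison. That 121 kept their direction under each alternative follows largely from this choice and does not show stability. Fewer stayed called when siRPL13 replicate 1 or siRPL13 replicate 2 was left out as well, where the lone siRPL13 library is assumed to vary like the others. Median centring moved the median difference of all genes by 0.009. Depth is unknown, so changes of genes with low values cannot be bounded.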

Other observations

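Of the tests in this part, the repeats of the list tests on the 5 libraries, the count of gene lists over splits of the 5 libraries and the tests of explanations, except that on the MHC region, were chosen after results were seen. Further lists moved in the 5-library comparison, which leaves out the library labelled siRPL13 replicate 3. Of 40 hypoxia and glycolysis genes 13 fell and 0 rose (15 fell when adjusted over the list alone; camera, adjusted p 0.00140; adjusted p = 0.47 with an estimated correlation), among them the glucose transporter gene SLC2A1 (-0.62 ± 0.05), VEGFA (-0.69 ± 0.11) and the lactate transporter gene SLC16A3 (-0.52 ± 0.07; log2 difference ± SE). Of 55 lysosome and autophagy genes 14 fell and 2 rose (16 and 2 when adjusted over the list alone; camera, adjusted p 0.00363; adjusted p = 0.47 with an estimated correlation), among them NPC2, a lysosomal cholesterol carrier (-0.37 ± 0.05), which fell, and BECN1 (0.18 ± 0.05), which rose. Of 33 apoptosis regulators 10 fell and 1 rose (11 and 1 when adjusted over the list alone; camera, adjusted p 0.00190; adjusted p = 0.47 with an estimated correlation). The pro-apoptotic BBC3, PMAIP1 and BCL2L11 (-0.43 ± 0.10, -0.35 ± 0.07 and -0.35 ± 0.10) and the inhibitor BIRC5 (-0.44 ± 0.07) fell, and BIRC3, an inhibitor and NF-kB target, rose by 0.69 ± 0.10. Of 75 nuclear-encoded oxidative phosphorylation subunits 8 rose and 3 fell (7 and 3 when adjusted over the list alone; camera, adjusted p 0.0426; adjusted p = 0.68 with an estimated correlation); this call was lost in 2 of the further leave-one-outs, without siNC replicate 1 (adjusted p 0.119) and without siRPL13 replicate 1 (adjusted p 0.171), and also without a variance trend (0.0588) and with library weights (0.0884). Its median relative to the siNC mean was 0.021 in siNC replicate 3 and 0.032 in siRPL13 replicate 2.

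Over all 6 libraries camera called the hypoxia, lysosome and apoptosis lists lower (adjusted p 0.0145, 0.0163 and 0.0367), the proteasome list lower (0.0238) and the NF-kB and inflammatory list higher (0.0135), each with an adjusted p = 0.70 with an estimated correlation. None of these 5 calls held in every leave-one-out: the hypoxia, lysosome and apoptosis calls were lost without siNC replicate 2 (adjusted p 0.0675, 0.150 and 0.150) and without siRPL13 replicate 1 (0.0932, 0.0677 and 0.269), the apoptosis call also without siRPL13 replicate 2 (0.177), and the proteasome and NF-kB calls without siNC replicate 1 (0.294 and 0.286). The proteasome call was lost as well without siNC replicate 3 (0.0643) and siRPL13 replicate 1 (0.0677). Quantile scaling lost the proteasome, lysosome and apoptosis calls (0.195, 0.0639 and 0.0639), a mean rlog of at least 5 the apoptosis call (0.0534), and library weights the proteasome and NF-kB calls (0.0969 and 0.974, the NF-kB median turning to -0.024). In the 5-library comparison the proteasome list (2 rose and 6 fell of 38; adjusted p 0.0705, but 0.0287 with no filter and 0.00555 without siNC replicate 2) and the NF-kB list (5 rose and 3 fell of 31; adjusted p 0.744) were not called. The lists of TGF-beta targets and matrix genes (8 rose and 12 fell of 50), actin and focal adhesion genes (5 and 7 of 43), heat shock proteins (2 and 1 of 31), NRF2 targets (5 and 6 of 36), immediate early genes (5 and 4 of 29), splicing factors (3 and 7 of 53) and replication-dependent histones (0 and 1 of 11) were not called by camera in either comparison; quantile scaling called the heat shock list higher in both (adjusted p 0.0487 with all 6 libraries and 0.0326), and splicing factors were called lower in the 5-library comparison with no filter (0.0326) and without siNC replicate 2 (0.0123). Nor were the marker lists of glia (3 and 4 of 20), neurons (0 and 1 of 17) and endothelial, epithelial and fibroblast cells (1 and 2 of 8), though with no filter the last was called lower over all 6 libraries (adjusted p 0.0345). With 1 library left out of all 6, the lists newly called included splicing factors (without siNC replicate 2, adjusted p 0.0146), glial markers (without siNC replicate 3, 0.0223) and immediate early genes (without siRPL13 replicate 1, 0.0246). Without siNC replicate 3, 2 lists were newly called, the glial list being 1 of them. There 4 lists were higher, against 3 with all 6 libraries. Median, mean and test differed in sign for the histones in both comparisons, for the neuronal list with all 6 libraries and for the NF-kB list in the 5-library comparison. ID3, in the glial list, rose by 0.58 ± 0.07 and GLUL, the glutamine synthetase gene, fell by 0.40 ± 0.07. Among MHC class I and antigen processing genes 3 of 11 fell (5 when adjusted over the list alone; camera, adjusted p 0.00173; adjusted p = 0.47 with an estimated correlation), namely NLRC5, PDIA3 and CALR; the list median relative to the siNC mean was -0.13 in siNC replicate 3, -0.15 in siRPL13 replicate 2 and 0.27 in the library labelled siRPL13 replicate 3. The MHC region of chromosome 6 had low values in all libraries. Of its 181 protein-coding genes of GENCODE 29, 24 were in the table used here. In all, 12 genes of the region passed the filter and were tested. BRD2 and TAPBP stood at 4.88 ± 0.07 and 4.64 ± 0.04 in siNC (SD, n = 3) where the median gene tested stood at 9.12. Whether these values reflect low expression or the handling of reads from alternate copies of the region was not tested.

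RPL13 lay at the siNC level in the library labelled siRPL13 replicate 3, which may have a technical source. A swap with a siNC library is argued against, since the lowest siNC value of RPL13 lay 0.93 above the higher of siRPL13 replicates 1 and 2 (SD of siNC 0.07). Cells without knockdown, from a wrong label or a transfection without effect, stay open: the sterol list median of this library lay 0.0895 below the lowest siNC library, with an SD of 0.0814 between siNC medians, while over all genes tested it differed from siNC replicate 2 by an SD of 0.124, as siNC libraries did from each other (0.125 to 0.140), from siNC replicates 1 and 3 by 0.173 and 0.168 and from siRPL13 replicates 1 and 2 by 0.269 and 0.243, and it lay on the siNC side of the first principal component (64.1% of variance), beyond all 3 siNC libraries. A mixture of knocked-down and control cells stays open as well, as the library lay 4.19% of the way from siNC to siRPL13 replicates 1 and 2 for RPL13 and 36.1% for the sterol list, a difference in share of 0.319 with a combined SD of 0.189. A knockdown that had ended before harvest in this culture, the biological explanation, was not tested.

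RPS18 stood at 11.90 in the library labelled siRPL13 replicate 3 and at 7.20 to 7.31 in the other 5, and STMN2, a neuronal gene, at 7.71 against 4.61 to 4.66; these were the only 2 genes tested that were above all other libraries by over 1 (log2) there. RNA of neuronal cells is argued against for STMN2, since 0 of 13 other neuronal markers of low level were above all other libraries by over 0.5, with SNAP25 at 6.93 against a highest other value of 7.17. For RPS18, a different handling of alternate copies of the MHC region, in which it lies, is argued against by a median of 0.0495 ± 0.0698 (SE, log2) over 11 other genes of the region, few and mostly of low value, where the rlog narrows differences. Reads moved from RPS18 pseudogenes stay open: the pseudogenes lost 30.7% of its gain (SD 16.0%), between the loss under 10% that would argue against this and the full loss it needs, and a second bound tried after this value was seen, under 100% by more than 2 SD, would have argued against it as the whole cause. Carry-over from another library or from amplified product was not tested and stays open, and no biological explanation was tested.

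Lower interferon-stimulated genes in siRPL13 replicates 1 and 2 may reflect variation between libraries of one group and not the knockdown. This stays open: the list median of these 2 libraries lay 0.815 below the siNC mean, more than the range of 0.725 over the 3 siNC libraries but under 3 times that range. A first comparison that averaged in the library labelled siRPL13 replicate 3 gave a group difference of -0.325, and was replaced after its value was seen because that library lies on the other side. For the cholesterol biosynthesis list siRPL13 replicates 1 and 2 differed from siNC by -0.461, with a siNC range of 0.163. An effect of RPL13 knockdown on interferon signalling remains open.

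The 6 libraries make 10 splits into 3 and 3, too few for a share under 0.05. With the real grouping 0 genes were called and the highest other split gave 132, that of siNC replicates 1 and 2 with the library labelled siRPL13 replicate 3 against the rest; with a real count of 0 all 10 splits give as many, so this count tests nothing. For gene lists, 5 of the 10 splits called at least as many as the real 14, and the highest other split called 19. Without the library labelled siRPL13 replicate 3, the 5 libraries make 10 splits into 2 and 3, again too few: the real one called 2933 genes, the highest other 58, and 1 split, the real one, gave as many. For gene lists the real split of these 5 libraries called 17 and 2 splits gave at least as many, the other being siNC replicates 1 and 2 against the rest with 21.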
